A study of Homo sapiens with 15 samples. Its data were reported in "A comparison of the TempO-Seq and Affymetrix microarray platform using RTqPCR validation" (2024).

How the data were processed

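RNA levels were measured by quantitative RT-PCR in A549 cells, a human lung adenocarcinoma line with features of alveolar epithelium, which were grown at the air-liquid interface and exposed to dimethylamine vapour. Per the labels, 15 samples fell into 5 groups of 3: low dose (LD, 14.9 ppm), mid dose (MD, 41.1 ppm), high dose (HD, 81.7 ppm), clean air control (CA, exposure flow without dimethylamine) and non-exposed control (NEC, no exposure flow). The series text describes 3 biological replicates per condition, each made from 2 pooled wells. Cells were exposed for 1 h and left to recover for 23 h, 3 times within 72 h, with a flow of 3 ml/min per cm² of culture. The labels also name the exposure plate. All LD samples came from plate 1, all MD samples from plate 5 and all HD samples from plate 6, whereas plates 1, 5 and 6 each held 1 CA and 1 NEC sample. Dose and plate are therefore confounded among the exposed samples, and plate differences can be estimated only from the 3 CA and 3 NEC samples.

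According to the study's methods, RNA was reverse transcribed and run on customised PCR arrays, which gave 1 threshold cycle per well. The first deposited matrix holds the threshold cycle (CT) of each well as exported by the authors, with "nd" where no fragment was found. A CT is a number of PCR cycles, so 1 cycle stands for about 1 doubling and a higher CT for less RNA. The second matrix deposited by the authors holds ΔCT values on a log2 scale with the sign turned, which are the CT of a gene minus the mean CT of 2 normalisation genes in the same sample. By testing every pair of genes, exactly 1 pair, GPN1 and TMEM184C, was found to link the first matrix to the second, with a largest difference of 3.95e-09 cycles. In that second matrix the authors had set 10 wells with a CT above 35 to 35 and had filled 25 nd wells, 17 of them with 35 and 8 otherwise. Of these 8 values, 7 equalled the mean of the group's other wells within 0.001 cycles. The third deposited table holds the authors' ratio (fold change) of each group over CA. The table describes its fold changes as normalised to housekeeping genes, but the values were equal to differences of mean CT without the normalisation genes, which is set out at the end of the results.

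The panel had 297 assays for 296 genes, since ACTA2 was measured by a pair of assays. The first of the pair was used in the tests. No well gave a product for 10 genes (ANKS1B, CAPN8, CPA4, LENG1, PKHD1L1, SAMD9L, SPHK1, ST6GAL1, ZCCHC8 and ZNF556), and 277 assays were detected in all wells. In 10 genes nd wells occurred in only part of the samples, among them AMHR2, ANG, CFAP53, EGR2, IL1RL1, MT2A, PSG4 and TNFRSF9. CT values ran from 15.7 to 36.3, and between 283 and 287 wells gave a product per sample. Both ACTA2 assays differed with an SD that corresponds to 0.093 cycles for a single assay, while the median SD between replicates of a group was 0.206. Replicates of a group correlated across genes with r between 0.985 and 0.996, and no pair of replicates held identical values. An array gives no read depth. The precision of a value is limited by the number of replicates and, for late genes, by a CT near 35.

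Expression was taken as the negative ΔCT against the mean of GPN1 and TMEM184C, as deposited in the second matrix. Wells marked nd in the first matrix were treated as missing. The 10 wells that the authors had set to 35 kept that value. A gene was tested in a comparison if both groups had at least 2 detected samples. The study's methods name a linear model on normalised CT values with CA as the reference, and limma was used as the moderated form of that model. A model with 1 mean per group was fitted over all 15 samples with lmFit and eBayes (limma 3.58.1 in R 4.3.3), and HD, MD, LD and NEC were each compared with CA, HD with LD and HD with MD. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison, and a gene was called at an adjusted p under 0.05. All adjusted p-values for single genes are from limma, and errors of log2 differences are its standard errors (SE) from the pooled spread. A slope on dose was fitted over the 12 CA, LD, MD and HD samples. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

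The groups, tests, gene lists, the rule for the genes named and most alternatives were fixed before the data were examined. The rule for named genes took the 12 largest rises and 12 largest falls past the threshold in HD, the 6 largest each way in MD, LD and NEC, the 3 largest each way between doses, the 5 steepest slopes each way, up to 4 members of each gene list with the smallest adjusted p at HD, the normalisation genes, and IL1RL1, S100A6, FN1, DCLK1, EMP1, S100A11 and HMGA1, which the study's text names. Not every gene that the rule takes is named in the text. Further members of a list and genes named beyond this rule were chosen after their values were seen. The lists, 21 in number, covered NRF2 oxidative stress genes, amino acid response and ATF4 targets, endoplasmic reticulum chaperones, cholesterol and fatty acid synthesis, lysosome and autophagy, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, p53 targets, DNA replication and histones, mitosis, hypoxia and glycolysis, extracellular matrix, proteases and their inhibitors, TGF-beta and YAP targets, MAPK response and EGFR ligands, keratins and S100 proteins, alveolar and secretory epithelium, plasma proteins with coagulation and complement, xenobiotic and aldehyde metabolism, heat shock and metallothioneins, and actin and tubulin. Of these, 13 had at least 3 tested members and were tested with limma's fry. The PValue of fry tests whether the members of a list move, on balance, one way, and its PValue.Mixed whether they change in either direction. Neither compares a list with other genes. Camera, which makes that comparison, was an alternative, with its correlation between genes estimated or preset at 0.01. In list tests, nd wells were used as the authors had filled them. The study chose the panel from transcriptome data on the same RNA, so the direction of a list on this panel is not independent evidence. Marker genes of fibroblasts, endothelial cells, leukocytes and ciliated cells were also listed.

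NEC and CA samples of the same number shared an exposure plate per the labels. Their deviations from the group means correlated with r = 0.69, 0.31 and 0.36 on plates 1, 5 and 6. Against CA samples of other plates the highest r of these NEC samples was -0.38, 0.37 and 0.27. The CA sample of the same plate was thus the closest on plates 1 and 6 but not on plate 5. A fit with plate as a fixed block was run for each comparison. For the LD, MD and HD samples this block rests on the plate differences of the controls, so IL1RL1 and AMHR2, seldom detected in controls, were not tested with it. The other alternatives were the mean of all genes detected in all samples, GPN1 alone and TMEM184C alone as normaliser, nd wells at cycle 40, only genes at cycle 35 or below, an ordinary linear model per gene with and without adjustment, each replicate left out in turn, only the samples of both groups compared, CA and NEC together as controls, NEC in place of CA for one dose, and the order of doses in place of ppm. Alternatives chosen after the data were seen were no normalisation genes, nd wells as filled by the authors, leaving out plate 1, each dose against the CA sample of its own plate and, for FASN, leaving out LD replicate 1.

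The main fit of each comparison and the dose trend were tested on simulated data with the real means and spreads. Each test used 20 data sets of 284 genes with 100 genes changed. Of the plate block fits, only those of LD against CA and HD against MD were tested this way, with plate effects added. For HD against CA, limma recovered 13.5%, 59.7%, 88.5% and 99.0% of changes of 0.25, 0.5, 1 and 2 on the log2 scale, and 3.94% of its calls were false. For LD against CA it recovered 14.3%, 60.5%, 89.7% and 98.2%, and with the plate block 5.61%, 37.9%, 80.7% and 97.4%. In simulated sets without any change, fry called 1 list and camera 0 over 20 sets of 13 lists, and both found a list of 16 genes lowered by 0.5 in 20 of 20 sets. Genes were drawn independently in these sets, whereas the estimated correlation within a real list reached 0.65 (actin and tubulin). The simulated list rates therefore do not give those for the real lists. Symbols were matched to a RefSeq gene table of GRCh38.p14 for names alone, with 280 of 297 matched and 12 carrying another current symbol. The file's symbols were kept. No sample was left out. By its title, MD replicate 3 is the sample that the study removed from its sequencing data as an outlier in principal component analysis. The microarray and sequencing data of the study were not used here.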

Results

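The data comprised threshold cycles of 296 genes in 15 samples of A549 cells, with 3 samples each for LD, MD, HD, CA and NEC. The design asks which genes respond to dimethylamine at 3 concentrations, how the response grows with concentration, and what the exposure flow alone changes. Between 283 and 287 wells gave a product per sample. Of the panel genes, 282 could be tested against CA and 284 between HD and MD. The normalisation genes, GPN1 (a GTPase) and TMEM184C (a membrane protein), had mean CTs of 25.4 ± 0.18 and 24.4 ± 0.08 in CA (SD, n = 3) and of 25.6 ± 0.23 and 24.8 ± 0.43 in HD (SD, n = 3). Values below are log2 differences ± SE from 3 samples per group unless another n is given. The samples of a dose shared a single exposure plate, so spread between plates enters the SEs and p-values only through CA and NEC. How the effect of a dose varies between exposure plates was not measured.

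Principal component analysis of the 274 genes with a value in all samples separated the groups by concentration. The first component held 66.8% of the variance, with group means of -8.37 ± 1.14 for NEC, -5.50 ± 0.68 for CA, -1.76 ± 1.39 for LD, 4.88 ± 1.61 for MD and 10.8 ± 0.52 for HD (SD, n = 3). The second component held 11.2% and set plate 1 apart by a narrow gap. The 5 samples of plate 1 lay between 1.04 and 5.73, and the 10 samples of plates 5 and 6, which overlapped, between -4.85 and 0.79.

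**Figure D1:**
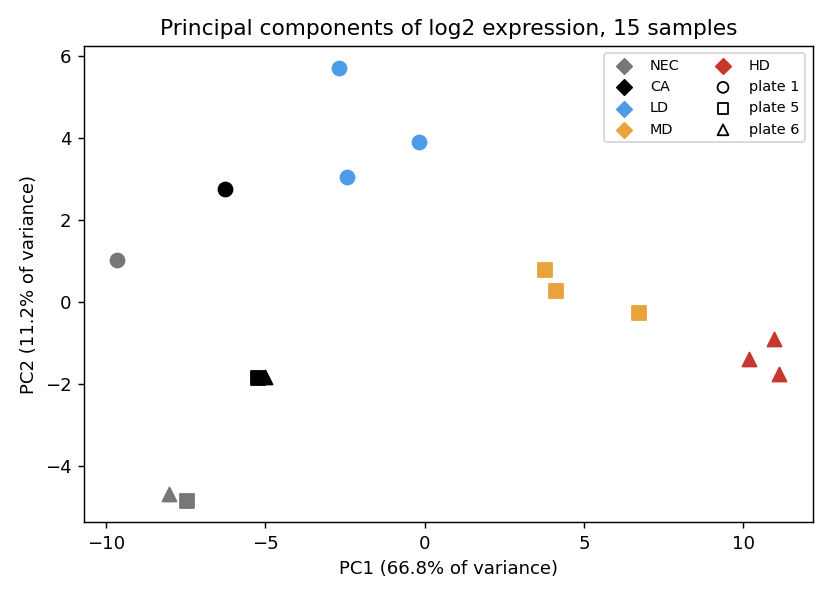
First against second principal component (share of variance in %) of log2 expression, 1 point per sample, with colour for the group and shape for the exposure plate. Samples are ordered from NEC through CA, LD and MD to HD along the first component, and the 5 plate 1 samples lie at 1.04 or higher on the second.

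HD was compared with CA to find the genes that respond to the highest concentration. TNFRSF9, a co-stimulatory receptor of the TNF receptor family, rose by 4.73 ± 0.90 (26.5-fold, adjusted p = 4.95e-04, n = 2 in CA). Its CA samples lay at -0.95 and 0.95 about their mean, NEC lay above CA by 2.23 ± 0.90 (adjusted p = 0.247), and for TNFRSF9, HD vs CA was at 3.39 with CA and NEC together as control (adjusted p = 0.00249). ANKRD1, a YAP target and muscle-type ankyrin repeat protein, rose by 3.34 ± 0.35 (10.1-fold, adjusted p = 5.88e-06). The pregnancy glycoprotein gene PSG4 rose by 2.83 ± 0.42, the retinol dehydrogenase DHRS9 by 2.53 ± 0.21 (5.79-fold), the stress transcription factor DDIT3 by 2.17 ± 0.24 (4.49-fold) and the circadian repressor BHLHE41 by 2.16 ± 0.33. CCL20, a chemokine that attracts dendritic cells and lymphocytes, rose by 2.12 ± 0.59 (4.34-fold, adjusted p = 0.0054). The other large rises were in the early growth response factor EGR2 (2.03 ± 0.55), the collagen cross-linking enzyme LOXL2 (1.93 ± 0.20), the zinc finger gene ZNF555 (1.90 ± 0.15), the reductase DHRS2 (1.88 ± 0.29) and the kinase DCLK1 (1.86 ± 0.24).

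Large falls at HD were in genes of several kinds. The protease inhibitor PZP fell by 2.25 (4.77-fold lower, adjusted p = 1.38e-04), the olfactory-type receptor OR51E1 by 2.09 and the calcium-binding secretagogin SCGN by 1.99, with SEs of 0.38, 0.22 and 0.22. Fibronectin, FN1, an adhesive matrix protein, dropped by 1.85 (SE 0.19, 3.61-fold lower, adjusted p = 5.24e-06). Alcohol dehydrogenases made up 4 of the 12 largest falls, namely ADH1B (-2.05 ± 0.32), ADH1C (-1.78 ± 0.19), ADH6 (-1.70 ± 0.12) and ADH4 (-1.61 ± 0.15). The interferon-induced IFI6 (-1.69 ± 0.38), the transporter SLC17A4 (-1.59 ± 0.20) and BAAT, which conjugates bile acids (-1.54 ± 0.14), were also in this set.

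Genes of several stress and growth responses rose together at HD. Of cholesterol and fatty acid synthesis, 11 of 12 tested genes rose and 0 fell (11 when adjusted over the list alone), among them INSIG1 (0.83 ± 0.14), EBP (0.81 ± 0.13), MVD (0.87 ± 0.18) and ACSS2 (0.86 ± 0.17), while fatty acid synthase FASN was at 0.14 ± 1.21, where the SE reflects a late well of LD replicate 1 (for FASN, HD vs CA with that sample left out had an SE of 0.0961 and an adjusted p of 0.196) (fry adjusted p = 2.82e-04, adjusted p = 0.366 with an estimated correlation). All 4 p53 targets rose (4 adjusted over the list alone), with the growth arrest gene GADD45A at 1.17 ± 0.17, the death receptor FAS at 1.07 ± 0.18, the nuclease AEN at 1.04 ± 0.18 and MDM2, which degrades p53, at 0.59 ± 0.15 (fry adjusted p = 9.98e-05, adjusted p = 0.366 with an estimated correlation). All 3 measured amino acid response genes rose (3 adjusted over the list alone), namely DDIT3, the glutathione-degrading CHAC1 (1.67 ± 0.21) and the stress cytokine GDF15 (1.03 ± 0.27), with a fry adjusted p of 4.08e-05 (adjusted p = 0.366 with an estimated correlation). Of the MAPK response and EGFR ligands, 6 of 7 rose (6 adjusted over the list alone), and those with the smallest adjusted p were the ligands AREG (2.82-fold, adjusted p = 5.09e-05) and EREG (1.24 ± 0.23), PHLDA1 (1.28 ± 0.21) and the membrane protein EMP1 (1.17 ± 0.23) (fry adjusted p = 3.33e-04, adjusted p = 0.366 with an estimated correlation). The chromatin protein HMGA1 of this list was at -0.25 ± 0.24 (adjusted p = 0.364), and for HMGA1, HD vs CA without HD replicate 3 gave -0.55 (adjusted p = 0.0242).

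Matrix, cytoskeletal and epithelial genes changed as well. Of the keratin and S100 list, 7 of 9 genes rose (7 adjusted over the list alone), including the growth-related membrane protein EMP3 (1.36 ± 0.09), S100A2 (1.79 ± 0.34), the keratin KRT80 (0.83 ± 0.14) and S100A6 (0.77 ± 0.20, adjusted p = 0.00351), a calcium-binding protein whose mean CT of 16.5 in CA was the lowest of the panel (fry adjusted p = 2.95e-06, adjusted p = 0.366 with an estimated correlation). S100A11, another calcium-binding protein, was at 0.21 ± 0.13 (adjusted p = 0.148). Of 5 extracellular matrix genes, 4 rose and FN1 fell (5 adjusted over the list alone). The risers included LOXL2, the laminin chain LAMA3 (1.40 ± 0.19) and the hemidesmosome collagen COL17A1 (1.01 ± 0.14), with a fry adjusted p of 2.42e-05 (adjusted p = 0.366 with an estimated correlation). All 3 TGF-beta and YAP targets rose (3 adjusted over the list alone), namely ANKRD1, the receptor kinase AXL (1.38 ± 0.20) and smooth muscle actin ACTA2 (0.93 ± 0.20) (fry adjusted p = 6.65e-06, adjusted p = 0.366 with an estimated correlation). The tubulins TUBA1C and TUBA4A (both 0.84) rose with ACTA2, 3 of 3 in the cytoskeleton list and 3 adjusted over the list alone (fry adjusted p = 2.42e-05, adjusted p = 0.366 with an estimated correlation).

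Of 8 hypoxia and glycolysis genes, 5 rose and 0 fell (5 adjusted over the list alone). These were LOXL2, the aldolase ALDOC (0.86 ± 0.15), the phosphofructokinase PFKP (0.55 ± 0.13), its regulator PFKFB4 (0.71 ± 0.18) and ARRDC4 (0.89 ± 0.25), while the glycolytic enzymes ALDOA, LDHA and PGK1 were at 0.07, 0.26 and 0.23 (fry adjusted p = 2.69e-04, adjusted p = 0.366 with an estimated correlation). Of 4 proteases and inhibitors, the trypsin inhibitor SPINK1 (1.57 ± 0.15) and SERPINE2 (1.12 ± 0.13) rose, 2 in all and 2 adjusted over the list alone (fry adjusted p = 9.6e-06, adjusted p = 0.366 with an estimated correlation). The other members were the metalloprotease MMP7 at 0.51 ± 0.23 (adjusted p = 0.0568) and antitrypsin SERPINA1 at -0.67 ± 0.35 (adjusted p = 0.1). With the plate block both passed, since for MMP7, HD vs CA then gave 0.91 (adjusted p = 4.24e-04) and for SERPINA1, HD vs CA -0.98 (adjusted p = 0.0063). Without CA replicate 1 they also passed (adjusted p = 0.0111 and 0.0202). Inflammatory and NF-kB genes were mixed. TNFRSF9, CCL20, the NF-kB subunit NFKB2 (1.35 ± 0.25) and the apoptosis inhibitor BIRC3 (0.80 ± 0.17) rose, complement factor CFB (-0.74 ± 0.12) and the alarmin IL33 (adjusted p = 9.01e-04) fell, and CXCL5 was at -0.01, which makes 6 of 7 over all genes and 6 adjusted over the list alone (fry adjusted p = 0.0442 for a rise, adjusted p = 0.742 with an estimated correlation).

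Most plasma protein genes fell at HD, whereas genes of xenobiotic metabolism went both ways. Of 16 plasma protein, coagulation and complement genes, 13 fell, 1 rose and 2 did not pass (14 adjusted over the list alone), with complement C5 at -1.53 ± 0.16, C1S at -1.15 ± 0.14, the complement inhibitor C4BPA at -1.15 ± 0.14, coagulation factor F5 at -0.89 ± 0.12, fibrinogen FGA at -1.46 ± 0.26 and albumin ALB at -1.17 ± 0.24. The riser was the coagulation inhibitor TFPI2 (1.21 ± 0.25), and hemopexin HPX was at -0.16 ± 0.51. This list had a fry adjusted p of 2.95e-06 for a fall (adjusted p = 0.226 with an estimated correlation). Of 8 genes of xenobiotic and aldehyde metabolism, 4 alcohol dehydrogenases fell and DHRS9, the aryl hydrocarbon-inducible CYP1B1 (0.94 ± 0.13) and the vitamin D hydroxylase CYP24A1 (0.47 ± 0.12) rose (7 adjusted over the list alone, fry adjusted p = 5.69e-04 for a fall, adjusted p = 0.396 with an estimated correlation). The remaining alcohol dehydrogenase, ADH1A, was at -0.93 ± 0.75 (adjusted p = 0.274).

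Lists with fewer than 3 tested members give single genes only. At HD the selective autophagy receptor SQSTM1 rose by 0.79 ± 0.13 and histone HIST1H2BD by 0.63 ± 0.09, while catalase CAT (-0.45 ± 0.11), the interferon-induced IFIT1 (-1.13 ± 0.40), the adherens junction gene CDH1 (-0.87 ± 0.11) and the claudin CLDN2 (-1.03 ± 0.10) fell. The ferritin FTL was at -0.03, lysosomal CD63 at 0.17 and the metallothionein MT2A at 0.76 ± 0.66 (adjusted p = 0.316), and endoplasmic reticulum chaperones and mitosis had 0 tested members. Of the cell type markers, 0 of 10 for fibroblasts and 0 of 8 for endothelium were measured with a product, against 1 of 10 for leukocytes (CD79A, a B cell receptor chain, 1.20 ± 0.15 at HD) and 1 of 8 for ciliated epithelium (TPPP3, a tubulin polymerisation protein, -1.34 ± 0.19). The panel was chosen by the study on the same RNA, so the number of genes that move one way in a list is not independent evidence.

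In all, 215 of 282 genes were called at HD, 125 up and 90 down, of which 57 and 49 differed by over 2-fold. At an unadjusted p under 0.05 there were 218, and for 218 genes the HD and CA samples did not overlap (77.3%, where chance gives 10%). That 10%, here and below, holds for genes chosen without regard to the groups. Most panel genes were chosen by the study as changed at HD on the same RNA, so these shares and counts are not those of unselected genes. All 13 lists passed fry, 11 up and 2 down, and 11 passed PValue.Mixed. With the plate block all 13 kept passing fry and 10 passed PValue.Mixed. Camera with an estimated correlation called 0 lists (1 at an unadjusted p under 0.05), and with its preset correlation it called the plasma protein list (adjusted p = 3.70e-04). Under every normaliser tried, each list median at HD kept its sign, but without normalisation genes fewer members of some lists were called up, such as 4 in place of 11 for cholesterol and fatty acid synthesis (list median 0.25 in place of 0.56), 1 in place of 5 for hypoxia and glycolysis (0.32 in place of 0.63) and 4 in place of 7 for keratins and S100 (0.52 in place of 0.83). The median log2 difference of all genes was 0.14 with both normalisation genes and -0.17 without them, and the calls without them were 74 up and 100 down. Some genes counted on several lists, as CFB, LOXL2, SERPINA1, ACTA2 and EMP1 each stood on 2 of them.

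**Figure D2:**
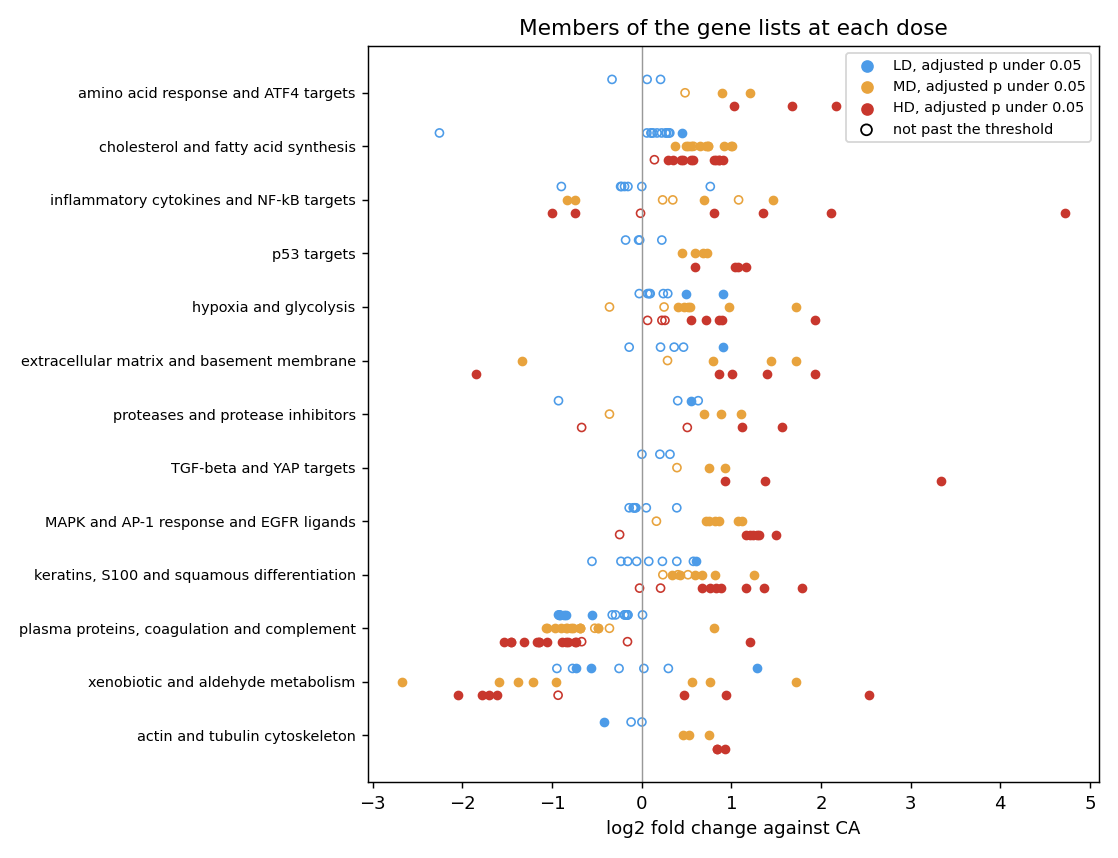
Log2 fold change against CA (x axis) of each tested member of the 13 gene lists (y axis) at LD, MD and HD, 1 point per gene, filled where the adjusted p was under 0.05 and open otherwise. At HD, 11 of 12 cholesterol and fatty acid synthesis genes lie to the right as filled points and 13 of 16 plasma protein genes to the left.

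MD was compared with CA to see which changes were present at 41.1 ppm. DHRS9 and LOXL2 both rose by 1.72 (SE 0.21 and 0.20), followed by CCL20 (1.46 ± 0.59, adjusted p = 0.0473), the laminin LAMA3 (1.45 ± 0.19), DCLK1 (1.36 ± 0.24) and PSG4 (1.28 ± 0.42, adjusted p = 0.0196). The alcohol dehydrogenase ADH1A fell by 2.68 (SE 0.75, adjusted p = 0.00885), ADH1B by 1.59 (SE 0.32), ADH1C by 1.38 (SE 0.19), FN1 by 1.34 (SE 0.19) and the adrenergic receptor ADRA2A by 1.33 (SE 0.37). EMP1 rose by 0.82 ± 0.23, S100A11 by 0.34 ± 0.13 (adjusted p = 0.0334), and S100A6 was at 0.41 ± 0.20 (adjusted p = 0.0914).

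Most gene groups were already displaced at MD. Of the cholesterol list 11 of 12 genes rose (11 adjusted over the list alone; for the remaining one, FASN, MD vs CA was at 0.58, with an adjusted p of 0.682 and of 6.76e-04 with LD replicate 1 left out), of the p53 targets 4 of 4 (4), of the MAPK and EGFR ligand list 6 of 7 (6), of the keratin and S100 list 6 of 9 (6), of hypoxia and glycolysis 6 of 8 (6), of the proteases and inhibitors 3 of 4 (3) and of the cytoskeleton list 3 of 3 (3), where the number in brackets is that adjusted over the list alone. In the matrix list 3 rose and FN1 fell among 5 (4), and 2 of 3 rose both in the amino acid response (2) and in the TGF-beta and YAP list (2). Plasma protein genes fell in 13 of 16 cases with TFPI2 rising (14), and in xenobiotic metabolism 5 alcohol dehydrogenases fell and 3 genes rose (8). These 12 lists passed fry, 10 up and 2 down, with adjusted p from 3.49e-05 (plasma proteins) to 0.00522 (xenobiotic metabolism). None passed camera with an estimated correlation (adjusted p = 0.148 to 0.961 over the 13 lists, 1 at an unadjusted p under 0.05). Inflammatory genes went both ways, with CCL20 and NFKB2 up, CFB and IL33 down (3 adjusted over the list alone) and a fry adjusted p of 0.876. PValue.Mixed passed for 9 of the 13 lists.

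The test called 175 of 282 genes at MD, 102 up and 73 down, of which 16 and 15 differed by over 2-fold, with 185 at an unadjusted p under 0.05 and 203 without overlap of the groups (72.0%, where chance gives 10%). The plate block ended 4 of the calls named above. For CCL20, MD vs CA fell short at 0.62 (adjusted p = 0.183), for ADH1A, MD vs CA at -2.26 (adjusted p = 0.0689), for EMP1, MD vs CA at 0.51 (adjusted p = 0.061) and for S100A11, MD vs CA at 0.27 (adjusted p = 0.153). CCL20 also fell short without MD replicate 2 or 3 or CA replicate 1 or 3 (adjusted p = 0.117, 0.137, 0.195 and 0.0662), and S100A11 without MD replicate 1 or 2 or CA replicate 1 or 2 (adjusted p = 0.077, 0.112, 0.138 and 0.0574). For PSG4, MD vs CA fell short without MD replicate 2 or CA replicate 2 (adjusted p = 0.051 and 0.0607), and for S100A6, MD vs CA passed without CA replicate 2 (0.55, adjusted p = 0.0476).

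**Figure D3:**
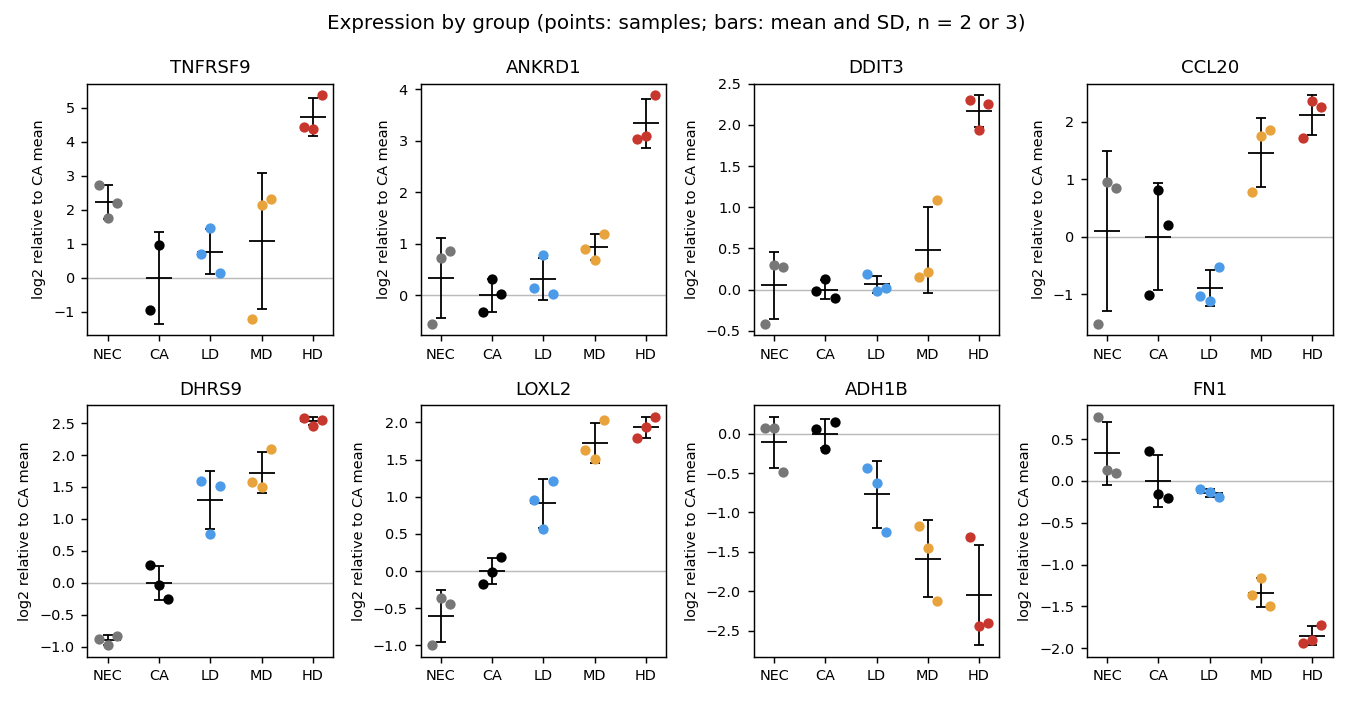
Log2 expression relative to the CA mean (y axis) of 8 genes in NEC, CA, LD, MD and HD (x axis), with points for samples and bars for the mean and SD (n = 2 or 3). DDIT3 and ANKRD1 lie at 2.17 and 3.34 in HD, whereas DHRS9 and LOXL2 already rise in LD, to 1.29 and 0.91.

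LD was compared with CA to find changes at the lowest concentration. DHRS9 rose by 1.29 ± 0.21 (2.45-fold, adjusted p = 0.00588), DCLK1 by 0.92 ± 0.24, LOXL2 by 0.91 ± 0.20, the kinase anchor AKAP2 by 0.84 ± 0.25, the zinc finger gene ZNF165 by 0.64 ± 0.17 and EMP3 by 0.61 ± 0.09 (adjusted p = 0.00561). The insulin-like peptide INSL4 fell by 1.07 (SE 0.31, adjusted p = 0.0461), the Notch target HES1 by 0.94 (SE 0.22), ALB by 0.93 (SE 0.24), and the fibrinogen chains FGA and FGG by 0.91 and 0.87 (SE 0.26 each). FN1 was at -0.14 ± 0.19, EMP1 at 0.39 ± 0.23, S100A6 at -0.16 ± 0.20 and S100A11 at -0.06 ± 0.13, none of which passed.

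LD samples all came from plate 1, and the plate block changed many of these calls. DHRS9 (1.14, adjusted p = 0.042), LOXL2 (1.20, adjusted p = 0.0191) and EMP3 (0.62, adjusted p = 0.0191) remained. The values of DCLK1 (0.91, adjusted p = 0.104), ZNF165 (0.54, adjusted p = 0.157) and AKAP2 (0.56, adjusted p = 0.205) moved little or moderately and no longer passed. Fibrinogen FGA (-0.34), FGB (-0.39) and FGG (-0.28), INSL4 (-0.37), HES1 (-0.45) and ALB (-0.50) shrank and had adjusted p between 0.0837 and 0.302. The NEC sample of plate 1, which met neither dimethylamine nor flow, lay below the NEC samples of the other plates, at -0.88 for FGA, -0.73 for FGB, -0.93 for FGG, -0.99 for INSL4, -0.61 for HES1 and -0.47 for ALB. The block is estimated from these NEC samples and CA, so these values are not independent of the shrinkage. With the block, 17 genes were called, 11 up and 6 down, of which 10 were among the 33 called without it. Those gained were EMP1 (0.81), FAS (0.55), the isoprenoid enzyme IDI1 (0.57), FN1 (-0.54) and OR51E1 (-0.67), together with the phosphatase DUSP6 (0.70) and TFPI2 (0.44), whose direction the block turned from -0.09 and -0.16.

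**Figure D4:**
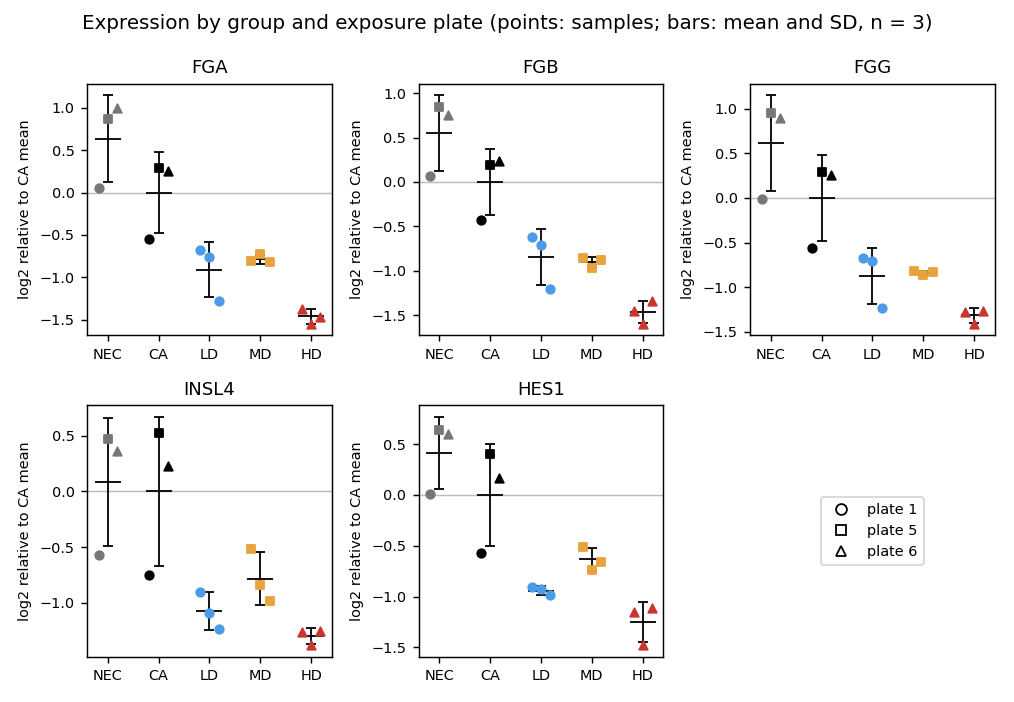
Log2 expression relative to the CA mean (y axis) of FGA, FGB, FGG, INSL4 and HES1 by group (x axis), with point shape for the exposure plate and bars for the mean and SD (n = 3). In NEC the plate 1 sample lies below the other samples, by 0.61 for HES1 up to 0.99 for INSL4 as the size of the difference.

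Among the gene lists at LD, 5 of 16 plasma protein genes fell (5 adjusted over the list alone), namely ALB, FGA, FGB, FGG and C5 (-0.55 ± 0.16), with a fry adjusted p of 0.00873 (adjusted p = 0.22 with an estimated correlation, and 0.0642 from fry with the plate block). Of the matrix genes LOXL2 rose (3 adjusted over the list alone, fry adjusted p = 0.0151, adjusted p = 0.22 with an estimated correlation, and 0.0642 with the plate block). Of the proteases and inhibitors SPINK1 rose at 0.55 ± 0.15 (4 adjusted over the list alone, of which SERPINA1 was a fall), with a fry adjusted p of 0.0336 (adjusted p = 0.32 with an estimated correlation, and 0.0142 with the plate block). Cholesterol synthesis, where INSIG1 passed at 0.45 ± 0.14 (0 adjusted over the list alone), and keratins and S100 proteins, where EMP3 passed (2), had fry adjusted p of 0.21 and 0.177, which became 0.0142 and 0.041 with the plate block (adjusted p = 0.543 for each with an estimated correlation, without the block). The mean of the cholesterol list, 0.0128 against a median of 0.20, includes FASN at -2.26 with its late well. Of xenobiotic metabolism, ADH1C (-0.73 ± 0.19) and ADH6 (-0.56 ± 0.12) fell and DHRS9 rose (3 adjusted over the list alone), with a fry adjusted p of 0.268. Of hypoxia and glycolysis, LOXL2 and ALDOC (0.50 ± 0.15) rose (2), with a fry adjusted p of 0.177. Of the cytoskeleton list, TUBA4A fell at -0.42 ± 0.13 (1), with a fry adjusted p of 0.21. No member passed in the other 5 lists, where adjustment over the list alone also gave 0 and fry adjusted p was 0.3 to 0.983. PValue.Mixed passed for 3 lists, and for 7 with the plate block.

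In LD vs CA 33 of 282 genes were called, 12 up and 21 down, with 82 at an unadjusted p under 0.05, 3 over 2-fold, and 94 without overlap of the groups (33.3%, where chance gives 10%). The count depended on single samples, as it was 9, 5 and 2 without LD replicate 1, 2 or 3 and 26, 2 and 2 without CA replicate 1, 2 or 3. DHRS9 and EMP3 were called in each of these 6 runs, whereas LOXL2, DCLK1, AKAP2, ZNF165, INSL4, HES1, ALB, FGA and FGG lost their calls in 3 or more, with adjusted p up to 0.213 for FGG, LD vs CA without LD replicate 3. How many genes passed each way depended on the normaliser, with 18 up and 17 down for the mean of all genes, 9 and 28 for TMEM184C, 2 and 9 without normalisation genes, and 2 and 0 for GPN1 alone (35 down at an unadjusted p under 0.05 with limma).

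NEC was compared with CA to see what the flow of clean air itself changed. EMP3 was lower in NEC by a log2 difference of -1.03 ± 0.09 (adjusted p = 1.69e-05) and IFI6 by -1.81 ± 0.38 (adjusted p = 0.0326). In each of the 3 plates the NEC sample lay below the CA sample for both genes. With NEC and CA paired by plate, 10 genes were called, both of these among them. Newly called were DHRS9 (-0.90), S100A2 (-1.44), MMP7 (-0.72), S100A6 (-0.63) and the vesicle GTPase RAB3B (-0.40), all lower in NEC, and FGA (0.64) and FGG (0.61), both higher. IFI6 was also among the largest falls at HD, so that CA had the highest mean of the 5 groups for this gene.

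Of the keratin and S100 list, 1 of 9 genes was lower in NEC and 6 when adjusted over the list alone (fry adjusted p = 1.98e-04, and p = 0.0324 with an estimated correlation). Proteases and inhibitors were lower as a list, with 0 of 4 genes called and 2 adjusted over the list alone (fry adjusted p = 0.0299, adjusted p = 0.232 with an estimated correlation). Plasma protein genes were higher as a list, with 0 of 16 called and 0 adjusted over the list alone (fry adjusted p = 0.0356, adjusted p = 0.157 with an estimated correlation). The plate pairing kept these 3 list results (adjusted p = 1.71e-04, 0.00767 and 0.034). Of the matrix list 1 of 5 genes was lower (2 adjusted over the list alone), with a fry adjusted p of 0.0577. In the other 9 lists 0 genes passed with limma, and adjustment over the list alone gave 2 each for hypoxia and glycolysis and for xenobiotic metabolism.

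In NEC vs CA limma called 3 of 282 genes, 0 up and 3 down, with 46 at an unadjusted p under 0.05, of which 19 were up (12 up with an ordinary linear model), and 48 genes without overlap (17.0%, where chance gives 10%). With the mean of all genes as normaliser, 1 was up and 3 down. EMP3 was called whichever sample was left out. Leaving out NEC replicate 1, 2 or 3 or CA replicate 2 left this 1 call, and leaving out CA replicate 1 or 3 left 2. For IFI6, NEC vs CA had adjusted p = 0.064, 0.128 and 0.141 without NEC replicate 1, 2 or 3 and 0.0895 and 0.15 without CA replicate 1 or 2. For S100A6, NEC vs CA passed without CA replicate 1 (-0.88, adjusted p = 0.0264).

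HD was also compared directly with LD and MD to see where the concentrations differ. TNFRSF9 was higher in HD than in LD by 3.96 ± 0.81 and than in MD by 3.64 ± 0.81, and ANKRD1 by 3.02 ± 0.35 and 2.41 ± 0.35. CCL20 exceeded LD by 3.01 ± 0.59 but was at 0.66 ± 0.60 against MD (adjusted p = 0.438). IL1RL1, the receptor of IL33, exceeded MD by 2.66 ± 0.55 (adjusted p = 0.0227, n = 2 in MD). PZP was lower in HD than in LD (-2.21 ± 0.38) and MD (-1.32 ± 0.38), as was OR51E1 (-1.88 ± 0.22 and -0.82 ± 0.22), and so were FN1 against LD (-1.71 ± 0.19) and SCGN against MD (-0.82 ± 0.22).

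Between HD and LD 180 of 282 genes were called, 110 up and 70 down, with 189 at an unadjusted p under 0.05 and 202 without overlap (71.6%, where chance gives 10%). The split was 94 to 90 with the mean of all genes as normaliser and 51 to 81 without normalisation genes. With the plate block 100 genes were called, 88 of them among the 180. In that fit, for TNFRSF9, HD vs LD was at 4.11 (adjusted p = 0.0619), for CCL20, HD vs LD at 1.22 (adjusted p = 0.0687) and for PZP, HD vs LD at -1.39 (adjusted p = 0.0694), none of which passed. Between HD and MD 58 of 284 genes were called, 35 up and 23 down, with 106 at an unadjusted p under 0.05 and 122 without overlap (43.0%, where chance gives 10%). Without normalisation genes the split was 12 up and 37 down.

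The plate block reduced HD vs MD to 11 genes, all up, with 0 down (18 down at an unadjusted p under 0.05 with limma and 16 with an ordinary linear model). They were ANKRD1 (2.49), EGR2 (2.52), DHRS2 (1.99), DDIT3 (1.81), the GTPase ARL14 (1.69), NAV2 (1.43), ZNF555 (1.34), PLEK2 (0.99), CTNNAL1 (0.90), FAS (0.73) and BEX2 (0.71), of which 9 were called without it. TNFRSF9, PZP, OR51E1 and SCGN did not pass, with adjusted p from 0.0678 for OR51E1, HD vs MD to 0.328 for PZP, HD vs MD. IL1RL1 and AMHR2 could not be tested with the block, since too few controls gave a product. The count was 33, 33, 25 and 27 without HD replicate 1, HD replicate 2, MD replicate 1 or MD replicate 2. For IL1RL1, HD vs MD was not called without HD replicate 1, 2 or 3 (adjusted p = 0.0708, 0.0662 and 0.0536), for PZP, HD vs MD without HD replicate 1 or MD replicate 1 or 2 (0.0903, 0.0853 and 0.0787), for OR51E1, HD vs MD without HD replicate 1 or 2 or MD replicate 1 or 2 (0.0708, 0.0607, 0.0533 and 0.0868), and for SCGN, HD vs MD without HD replicate 2 or MD replicate 2 (0.0808 and 0.0868).

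A slope on concentration was fitted to find changes that grow with dose. TNFRSF9 rose by 0.57 ± 0.11 per 10 ppm, ANKRD1 by 0.41 ± 0.04, CCL20 and PSG4 by 0.33 each (SE 0.07 and 0.05) and DHRS9 by 0.28 ± 0.04. The steepest falls per 10 ppm included PZP (-0.29 ± 0.04), OR51E1 (-0.27 ± 0.03), and FN1 and ADH1B (both -0.24). Slopes passed for 203 of 282 genes over 12 samples, 120 up and 83 down, with 211 at an unadjusted p under 0.05. For the dose trend without normalisation genes the split was 75 up and 95 down. Since each concentration had a plate of its own, a slope can include plate differences.

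The calls of the 3 doses overlapped. Of the 175 genes called at MD, 161 were called the same way at HD and 0 the opposite way, and of the 33 called at LD, 30 were called the same way at HD. The tubulin TUBA4A was called in opposite directions, at -0.42 in LD and 0.84 in HD. All 3 doses shared 29 genes called the same way, 53 were called at HD without a call at MD or LD, 14 at MD without one at HD, and 51 at no dose. HD and MD shared 91 rises and 70 falls, where lists independent of each other would share 45.2 and 23.3. HD and LD shared 12 and 18 (5.32 and 6.70), and MD and LD 12 and 17 (4.34 and 5.44). All doses were set against the same CA samples, which alone makes fold changes correlate. Across genes, which are not independent replicates, r was 0.88 for HD and MD, 0.61 for HD and LD and 0.66 for MD and LD, and 100 simulations of unchanged groups gave 0.48, 0.47 and 0.49 on average. The covariances were 0.640, 0.261 and 0.183, against 0.030, 0.029 and 0.031 in the simulations. With NEC as the control of the lower dose, the pairs shared 94 and 72, 36 and 44, and 35 and 40 rises and falls, and r was 0.78, 0.51 and 0.61. A difference from NEC also includes CA minus NEC, which itself correlated with HD minus CA across genes (r = 0.372). The overlaps with NEC as control are therefore not free of the controls.

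IL1RL1 and AMHR2, a receptor of anti-Müllerian hormone, could not be tested against CA because they were seldom detected there. IL1RL1 gave a product in 3 of 3 HD samples (mean CT 28.2 ± 0.52, SD), 2 of 3 MD, 1 of 3 LD, 1 of 3 CA and 0 of 3 NEC samples. AMHR2 gave one in all 3 HD (31.7 ± 0.57) and all 3 MD samples (33.3 ± 0.26), in 1 LD sample and in 0 of 6 controls. The HD difference from CA depends on the value given to empty wells. For IL1RL1 it was 5.97 with wells as the authors filled them and 9.31 with a CT of 40, and for AMHR2 3.64 and 8.64.

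The fold changes in the authors' deposited table were set against those of the deposited normalised matrix for 285 genes. In the authors' deposited table the log2 fold changes lay below those of the normalised matrix by the same amount for every gene, with offsets of -0.31 at HD, -0.01 at LD and -0.02 at NEC and of 0.01 above at MD. They were equal to the differences of mean CT without the normalisation genes, with a largest difference of 1.5e-09 at HD. The HD offset equals the rise in mean CT of the normalisation genes, from 24.88 ± 0.11 in CA to 25.20 ± 0.33 in HD (SD, n = 3). An exact permutation test of this rise gave a two-sided p of 0.2, and with 3 samples per group it cannot fall below 0.1. HD replicates 1, 2 and 3 were at 25.57, 25.09 and 24.93. At HD the authors' deposited table has 125 genes up and 160 down, and the normalised matrix 159 up and 126 down. Of the 215 genes called at HD, 7 had the opposite direction in the authors' deposited table, all up here and down there, namely DYNLT3, CYB5B, RCOR1, CAMK2N1, PANK3, NSMCE2 and CYP51A1, with normalised values of 0.25 to 0.30. For S100A11, which was not called at HD, the normalised difference of 0.21 became -0.10 without the normalisation genes.

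**Figure D5:**
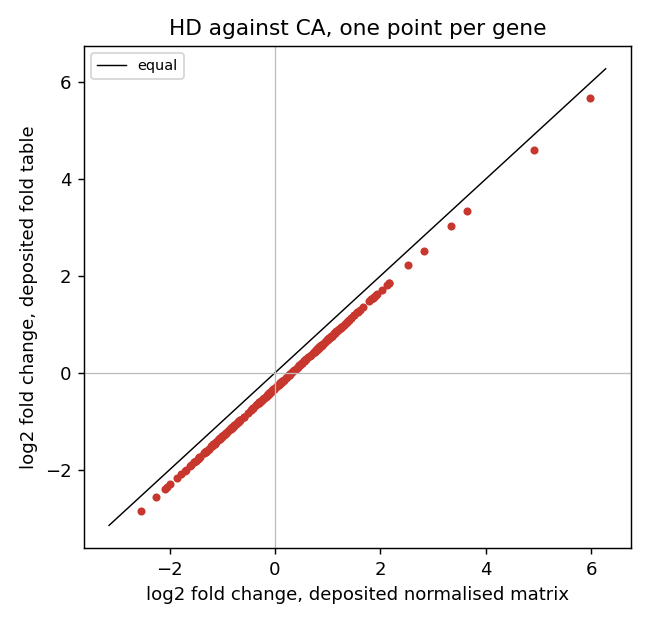
Log2 fold change of HD over CA in the authors' deposited fold table (y axis) against that from the deposited normalised matrix (x axis), 1 point per gene, with a line of equality. All points lie below the line by 0.312, and 34 of 285 genes have opposite directions.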

Values the study reported

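The study ran 294 genes on its PCR arrays and counted 238 genes that differed in its microarray or sequencing data and had array values. At HD it first counted 186 of these as changed on the arrays. Of the 186 genes, 27 had a conflicting direction of change and 159 moved the same way in all 3 systems. For IL1RL1 it gave a log2 fold change of 5.6 on the arrays, with 35 cycles in control samples, and for S100A6 it gave 16 cycles. A further 20 genes that overlapped between its other platforms did not pass on the arrays at HD.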

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

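The tests on the HD offset, on NEC samples of plate 1 and on the folds under other normalisers were chosen after the results were seen, and the other tests in this part before.

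What drew attention first was that the fold changes in the authors' deposited table at HD lie below those of the normalised matrix by the same log2 amount for all 285 genes, a median difference of -0.31. Fold changes formed from CT without the normalisation genes give this exactly, with a largest difference of 1.5e-09 over the table. Whether HD samples held less template stayed undecided, since the mean CT of 274 other genes was later in HD than in CA by 0.222 cycles, and by 0.0104 without HD replicate 1. Within groups this mean moved with that of the normalisation genes with a slope of 0.922 ± 0.11 (SE, 15 samples), which does not compare HD with CA. Whether a single sample accounts for the shift stayed undecided too, as that of the normalisation genes was 0.127 cycles without HD replicate 1 and 0.312 with it. No biological explanation was tested, and a true change of the normalisation genes in HD remains open.

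IL1RL1 and AMHR2 lay outside the test against CA because of undetected wells, and they were singled out because both gave a product in more HD than control samples. IL1RL1 was detected in 3 of 3 HD samples, against 1 of 3 CA and 0 of 3 NEC samples. AMHR2 was detected in 3 of 3 HD samples, against 0 of 3 CA and 0 of 3 NEC samples.

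All LD samples shared plate 1, so the LD calls were set against plate differences. The 33 genes kept a median share of 0.883 of their LD fold change with the plate block (range 0.325 to 1.39, 20 genes at 0.75 or more), which argues against plate as the source of all of them. Against normalisation of the plate 1 samples as the source, a share of 0.879 of the genes passed the same way with the mean of all genes. Yet 2 passed with GPN1 alone and 10 without normalisation genes, where the median SE rose from 0.154 to 0.194 and 0.224. All 33 kept their direction and a share of 0.775 or more of their fold under each of 4 other normalisers. A normaliser shifts all genes of a sample by the same amount, so this shows only that the shifts were small beside these folds. The number of calls depended on the normaliser. With the block 10 of the 33 remained called, partly because the SE grew, as for DCLK1 (0.92 ± 0.24 before, 0.91 ± 0.31 after). For the 9 genes that kept under 0.5 of their fold against the CA sample of plate 1, a choice made without NEC (ALB, CD302, FGA, FGB, FGG, GRB10, HES1, INSL4 and SLC4A4), the NEC sample of plate 1 differed from the other NEC samples by a median share of 0.653 of the LD difference (0.0637 to 1.07), against 0.0052 for the other 24 genes (-0.945 to 1.01). The median is consistent with plate as the source of part of the change of these 9 genes, though the ranges overlap and plate 1 had a single NEC sample.

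Splitting the 6 samples of a comparison in other ways gives 10 splits, too few for a share under 0.05. As many genes as in the real split were called in 1 of 10 splits each time, the real one itself. The real count and the highest other were 215 and 0 for HD vs CA, 175 and 1 for MD vs CA, 33 and 1 for LD vs CA, 3 and 0 for NEC vs CA, 180 and 0 for HD vs LD, and 58 and 1 for HD vs MD. For the dose trend, 1 of 100 draws of the doses, the real one, had as many as 203 calls. Most panel genes were chosen by the study as changed at HD on the same RNA, which favours the real order. The draws therefore cannot exclude a chance order of single samples. The draws do not keep the samples of a plate together, and since each dose had its own plate, a plate difference is not excluded. The highest other draw called 185 genes with doses that correlated at r = 0.921 with the real doses, and 96 draws called none.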

How the results depend on the processing

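No normalisation genes, wells as the authors filled them, leaving out plate 1, the same-plate CA sample and, for FASN, leaving out LD replicate 1 were tests chosen after the data were seen. Over all alternatives HD vs CA called 174 to 225 genes and the dose trend 170 to 213. Of 2498 values for named genes, 2260 kept direction and side of the threshold, 202 fell short of it, 24 newly passed and 12 reversed.

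In MD vs CA (175) there were 114 calls without normalisation genes and 96 against the same-plate CA sample. LD vs CA (33) gave 2 with GPN1, 21 with undetermined wells at 40, 82 with an ordinary linear model at unadjusted p under 0.05, 5 with its adjusted p, 5 with only the 2 groups, 17 with the plate block, 81 with CA and NEC as control, 11 without normalisation genes, 0 against the same-plate CA sample (30 at unadjusted p with limma), and 2 to 26 leaving out 1 replicate. NEC vs CA (3) gave 1 with wells at 40, 6 with genes at cycle 35 or below, 41 with the ordinary model unadjusted, 9 with only the 2 groups, 10 paired by plate, 1 without normalisation genes and 1 to 2 leaving out 1 replicate. HD vs LD (180) gave 100 with the plate block. HD vs MD (58) gave 34 with GPN1, 103 with the ordinary model unadjusted, 11 with the plate block and 25 to 68 leaving out 1 replicate. Fewer samples account for part of the loss when replicates are left out or a single CA sample is used, and otherwise the cause was not tested.

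Leaving out 1 replicate gave 200 to 209 calls in HD vs CA, 138 to 158 in MD vs CA, 159 to 174 in HD vs LD and 195 to 211 in the dose trend. The 138 in MD vs CA came without MD replicate 3, the outlier of the study's sequencing data. Without it HD vs MD gave 68. Numbers did not pair the exposed samples (r of -0.15 to 0.12 for HD with LD and -0.04 to -0.02 for HD with MD), and a block on them gave 181 calls in HD vs LD and 52 in HD vs MD. Gene lists called by camera were 0 in HD vs CA, 0 in MD vs CA, 0 in LD vs CA and 1 in NEC vs CA with an estimated correlation, and 1, 3, 4 and 2 with the preset one. For LD vs CA, fry with the mean of all genes called 6. With NEC as the control of LD, HD and LD shared 80 calls and MD and LD 75, where LD minus NEC also includes the difference between CA and NEC.

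Among genes of the naming rule, reversed values were in S100A11, HD vs CA (-0.10 without normalisation genes), in HMGA1, MD vs CA (-0.00725 without MD replicate 1, and 0.37 as the highest), and in FN1, LD vs CA (0.0408 without CA replicate 1, and -0.24 as the lowest). S100A6, LD vs CA was 0.20 with the plate block, 0.16 with CA and NEC and 0.35 against the same-plate CA sample. S100A11, LD vs CA was 0.0223 with the mean of all genes, 0.0807 with the plate block, 0.10 with CA and NEC, 0.13 against the same-plate CA sample, and -0.15 to 0.0249 leaving out 1 replicate. The cause was not tested. Late wells and 3 samples per group limit what small changes could be seen, and the LD calls for LOXL2, LD vs CA had adjusted p from 0.0192 to 0.119 leaving out 1 replicate.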

Other observations

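In this part, the tests of NEC, CA and HD that concern the shared CA samples and the air flow were chosen after the results were seen, and the tests within plates and over genes not called were chosen before.

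Some genes were at or near their full change at MD, while others moved mainly from MD to HD. EMP3 was at 1.26 in MD and 1.36 in HD, LAMA3 at 1.45 and 1.40, the cholesterol synthesis genes MVD at 1.00 and 0.87 and ACSS2 at 1.00 and 0.86, and the cholesterol transporter NPC1 at 0.92 and 0.91. Between HD and MD these did not pass, with a difference of -0.01 for NPC1 (adjusted p = 0.968). Against that, 17 genes were over 2-fold higher in HD than in MD, among them TNFRSF9 (3.64), ANKRD1 (2.41), EGR2 (2.06), BHLHE41 (2.01), DDIT3 (1.68), the phospholipase PLA2G4C (1.53), the thioredoxin-binding relative ARRDC4 (1.25), the stress phosphatase regulator PPP1R15A (1.13) and the nuclear receptor NR1D1 (1.08). PZP was the gene over 2-fold lower. With the plate block 15 of the 17 could be tested and 6 remained called, among them ANKRD1, EGR2 and DDIT3. The other 9 were TNFRSF9 (2.46 ± 1.29, before 3.64 ± 0.81), BHLHE41, PLA2G4C, ARRDC4, PPP1R15A, NR1D1, MTRNR2L9, S100A2 (0.71 ± 0.53, before 1.27 ± 0.34) and PSG4, whose rise was gone (0.04 ± 0.66, before 1.55 ± 0.42). The 15 genes kept a median share of 0.954 of the difference (0.0232 to 1.48), and their median SE rose from 0.325 to 0.437.

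Along the first component NEC lay beyond CA on the side away from the doses, and the difference CA minus NEC correlated with HD minus CA at r = 0.372 over 274 genes. Sharing the CA samples would on average turn this correlation negative, as 100 simulations without an effect gave a mean of -0.513 and a highest of -0.239. Genes were drawn independently in them, so with correlated genes the values could spread more widely. Each plate held 1 CA and 1 NEC sample, so plate differences that shift both alike cancel in CA minus NEC. The layout thus argues against such differences as the source. Within a plate, CA minus NEC correlated with HD minus the CA samples of the other plates at r = 0.469, 0.215 and 0.353, positive each time. Over 64 genes not called at HD r was 0.406, so the correlation did not rest on the called genes alone. This cannot decide on the choice of the panel, since the 64 include genes that the study chose as changed at HD on its other platforms. The hypothesis that the air flow moves part of the genes that dimethylamine moves was tested by the median difference CA minus NEC in the HD direction over 210 called genes, which was 0.149, 0.0801 and 0.0933 in plates 1, 5 and 6. All 3 lie above 0, which is consistent with the hypothesis, found and tested on the same data.

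The number of genes called at HD covers all panel genes with limma's adjusted p and is therefore not set against the study's counts. For IL1RL1, the CA sample with a product had a CT of 31.6.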
